A study of Arabidopsis thaliana with 9 samples. Its data were reported in "The molecular framework balancing growth and defense in response to plant elicitor peptide-induced signals in Arabidopsis" (2024).

How the data were processed

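Total RNA from roots of 4- to 5-day-old seedlings with the estradiol-inducible STZ transgene in Col-0 was made into stranded, poly(A)-selected libraries and sequenced as read pairs. There were 9 libraries, 3 each from mock (ethanol, 24 h), 20 µM estradiol for 6 h and 20 µM estradiol for 24 h. The sources differ on the part of the root that was taken: the series design gives an apical portion longer than the remainder, and the study's methods a bottom portion as long as the remainder. The labels call the libraries of a group biological replicates. Whether they came from separate sowings or plates is not given in the sources used here, so p-values measure the spread between these samples, which may be partly technical. Within each group, counts differed by more than sampling noise (chi-square per gene between 3.09 and 23.6). Repeat libraries of the same RNA sample could differ in this way too. Every library was kept as a replicate because of the labels.

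The authors trimmed the reads, mapped them to TAIR10 with CLC Genomics Workbench and deposited, per library, counts of all and of uniquely mapped exon reads per gene. The authors also deposited RPKM values, which are reads scaled by exon length and by the mapped total, and the deposited TPM values are these rescaled to an equal sum in each library. The strand setting of the counting is not given in the sources used here, so reads of a gene and of an antisense neighbour cannot be told apart. Reads of near-identical copies could likewise be split between genes. The files list 32833 genes, of which 5178 have an exon length of 0 and no reads. Of all listed genes 13415 have a symbol in the files and 32548 matched a locus tag of the TAIR10.1 annotation, which was used for the STZ locus, gene order and annotated terms only.

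The libraries held between 24375822 and 31299634 counted reads, of which 98.5% to 98.6% were unique. The counted exon reads made up 95.3% to 96.5% of the total by which the authors scaled RPKM. The biological coefficient of variation was 0.0909. Where a group had no reads for a gene, a fold was set against a floor of 3 counts over the group, and with 1 to 3 reads a ratio of counts is given with a 95% exact interval. The libraries carry no molecular identifiers, so floors and intervals cover counting error only.

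All 9 libraries entered a single fit of total exon counts in edgeR 4.0.16 (R 4.3.3), with TMM scaling, filterByExpr and the quasi-likelihood test (glmQLFit and glmQLFTest). The filter left 20272 genes. As in the study's methods, a gene was called at a Benjamini-Hochberg adjusted p under 0.01 with a change of at least 1.5-fold. The contrasts were 6 h against mock, 24 h against mock and 24 h against 6 h. Fold changes are log2 values with an SE, which was computed as the absolute log2 change over the square root of the quasi-likelihood F. Log CPM values, used for principal components and list tests, had a prior count of 2. Group levels are CPM with SD.

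For gene groups, 30 lists with 475 entries were written down, of which 5 hold genes that the study names and chose on these or related samples. One entry, the receptor kinase RGI1 of the stem cell niche list, was left out because the annotation gives its locus another name, which left 474 entries and 462 distinct genes. Photosynthesis genes served as markers of shoot tissue. Each list was tested with camera (limma 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast and a threshold of 0.05, and members called over all genes and over the list alone were counted. Genes are named by a rule: STZ; the 8 largest rises and 8 largest falls per contrast among called genes with a symbol and a mean of at least 5 CPM; up to 4 members of each list by smallest p, called members first; and all members of the study's 5 lists. This gave 233 genes. Groups, tests, thresholds, lists, the naming rule and all alternatives were fixed before the data were examined.

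The alternatives were DESeq2 size factors, upper-quartile factors or total counts alone in place of TMM; no filter, or at least 1 CPM in 3 libraries with a mean of 5 CPM; DESeq2 1.42.0 or limma-voom in place of edgeR; fits of only 2 groups; a replicate block; unique reads; and library sizes without STZ, organellar and ribosomal RNA genes. Further ones were the RPKM values with limma on log2(RPKM + 1) or log2(RPKM + 0.1), with at least 0.5 RPKM in 3 libraries, an adjusted p under 0.05 with no fold limit, glmTreat against 1.2-fold, an estimated correlation and fry in place of camera, and leaving out each library in turn. The steps were tested on simulated counts with 50 genes changed at each fold size among 19732 in the fit. For 6 h against mock edgeR recovered 42% of genes changed 1.5-fold, 84% at 2-fold and 100% at 4-fold and 16-fold, with 1 false call among 19532 unchanged genes. For 24 h against mock it recovered 28%, 86%, 100% and 100%, with 2 false calls. The simulated changes were balanced between rises and falls and set only in genes with about 1 CPM or more in mock. In the data far more genes were called and many rose from near 0. Recovery and false calls there may therefore differ.

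Overlap of the comparisons with mock was set against 20 simulations of unchanged groups with the same controls. Enrichment of annotated domains, processes and expression notes used the hypergeometric test over 18552 tested genes with any annotation and terms of at least 10 genes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 served for the remaining steps.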

Results

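RNA abundance was measured by RNA sequencing in roots of Arabidopsis thaliana seedlings that carry an estradiol-inducible STZ transgene in the Col-0 background. In this system a constitutively expressed hybrid activator, XVE, binds estradiol and then switches on a LexA-controlled promoter placed in front of STZ. STZ, also known as ZAT10, is a C2H2 zinc finger transcription factor that acts as a repressor and is induced by salt, drought and immune elicitors. Seedlings of 4 to 5 days were kept for 6 h or 24 h with 20 µM estradiol, or for 24 h with ethanol as the mock treatment. Each of the 3 groups had 3 libraries, which the labels call biological replicates, 9 in all. The mock libraries held 26169630, 28679586 and 31299634 counted exon reads, the 6 h libraries 26503926, 27864771 and 27804130, and the 24 h libraries 29065172, 24375822 and 25606111. Of the listed genes, between 21921 and 22677 had reads in a library, and 20272 were tested.

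STZ itself was measured in every library as a check of the labels. STZ (AT1G27730) lies on chromosome 1, positions 9648021 to 9649323 of the TAIR10.1 assembly, on the minus strand, as a single-exon gene with its coding sequence at 9648302 to 9648985. The mock libraries had 510, 675 and 947 STZ reads, the 6 h libraries 34299, 27555 and 35537, and the 24 h libraries 337538, 284588 and 246924. The mean was 23.8 ± 5.58 CPM (SD, n = 3) in mock, 1182 ± 145 CPM at 6 h and 11329.7 ± 1557 CPM at 24 h, where STZ took 1.16%, 1.17% and 0.964% of the reads of the 3 libraries. Against mock, STZ rose 49.5-fold at 6 h (log2 5.63 ± 0.20, SE) and 474-fold at 24 h (log2 8.89 ± 0.23), with edgeR adjusted p of 1.35e-08 and 1.75e-10 (Benjamini-Hochberg). It was 9.59-fold higher at 24 h than at 6 h. The counts do not separate transcripts of the transgene from those of the native gene.

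The libraries grouped by treatment. The first principal component of the 5000 most variable genes held 74.9% of the variance and the second 17%, and the spread within each group was small beside the distances between groups. At 24 h, replicate 3 lay at 73.6 on the first component and replicates 1 and 2 at 90.8 and 87.3. Spearman correlations were 0.991 to 0.998 within groups and 0.918 to 0.978 between groups.

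**Figure D1:**
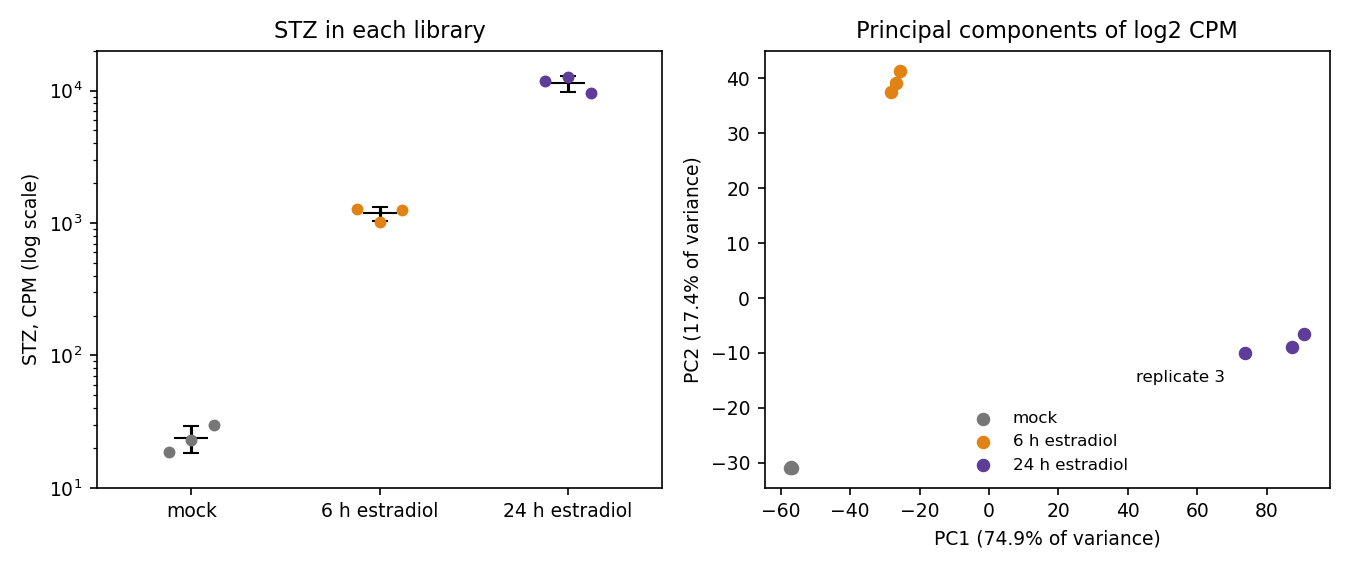
Left, STZ in each library in CPM on a log axis, with the mean and SD of each group (n = 3); right, the 9 libraries on the first 2 principal components of log2 CPM (74.9% and 17% of the variance), coloured by treatment. STZ means are 23.8, 1182 and 11330 CPM in mock, 6 h and 24 h, and 24 h replicate 3 sits nearer to the other groups than its 2 partners.

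The first comparison, 6 h of estradiol against mock, asks which transcripts differed early after STZ induction. Immune and jasmonate genes, root hair wall genes and small heat shock genes were among those that rose, and genes of the photosynthetic apparatus and some clock genes were among those that fell. FRK1 (AT2G19190), a receptor kinase gene used as a marker of early pattern-triggered immunity, rose from 2.85 ± 0.307 to 15.1 ± 1.77 CPM (SD, n = 3; log2 2.40 ± 0.19, SE). LRX2 (AT1G62440), a leucine-rich repeat extensin of root hair walls, rose from 20.6 ± 1.07 to 40.2 ± 6.28 CPM. LHCA4 (AT3G47470), a light-harvesting protein of photosystem I, fell from 67.9 ± 1.58 to 21.6 ± 0.409 CPM. In all, 2662 genes passed edgeR's quasi-likelihood test at the study's thresholds, 1100 higher and 1562 lower (41.3% higher), of which 194 were higher and 121 lower at least 4-fold.

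Of the 27 tested genes of pattern-triggered immunity and camalexin synthesis, 13 rose, 2 fell and 12 were not called at 6 h. Besides FRK1, these included CYP71A12 (AT2G30750), a cytochrome P450 of indolic defense compounds (log2 3.71 ± 0.38), the immune kinase BIK1 (AT2G39660) (0.85 ± 0.08) and the ubiquitin ligase PUB22 (AT3G52450) (1.02 ± 0.11). Of 23 jasmonate genes, 8 rose and 2 fell, among them the repressor genes JAZ6 (AT1G72450) (1.08 ± 0.11) and JAZ8 (AT1G30135) (3.41 ± 0.50), the storage protein gene VSP1 (AT5G24780) (1.08 ± 0.12) and CYP94B3 (AT3G48520), which turns over jasmonoyl-isoleucine (0.81 ± 0.11). Of 14 ethylene genes, 4 rose and 1 fell. The ethylene precursor synthase gene ACS8 (AT4G37770) rose by 4.19 ± 0.31, and the ACC oxidase gene ACO4 (AT1G05010) changed by −0.95 ± 0.11. Among 12 salicylic acid genes 2 fell and the other 10 were not called, of which ICS1 was called in 7 of 22 alternatives. One fall was CBP60G (AT5G26920, −1.54 ± 0.39, lost without any 1 mock or 6 h library or 24 h replicate 1, −1.64 to −1.38). The other was WRKY70 (AT3G56400, −0.71 ± 0.18, lost without any 1 mock library, 6 h replicate 1 or 3 or 24 h replicate 3, −0.75 to −0.58). Here and below, each library was left out alone, and the log2 change is then given.

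Of 17 root hair genes, 10 rose at 6 h and the other 7 were not called. They included RHS12 (AT3G10710) (log2 1.11 ± 0.15), the wall protein gene PRP1 (AT1G54970) (1.42 ± 0.21) and the expansin gene EXPA18 (AT1G62980) (0.89 ± 0.14), beside LRX2 (0.96 ± 0.11). None of the 6 genes of the non-hair epidermis list was called by edgeR; 1 of them had an unadjusted p under 0.05, and DESeq2 and limma-voom called none of the 4 that were followed in those tests. Of 26 phloem and procambium genes, 5 rose, including the sucrose carrier of companion cells SUC2 (AT1G22710) (0.89 ± 0.10), the phloem lectin gene PP2-A1 (AT4G19840) (0.88 ± 0.10) and NAC045 (AT3G03200), which controls sieve element enucleation (0.93 ± 0.17). Of 27 xylem and secondary wall genes, 3 rose and 2 fell: the metaxylem switch VND6 (AT5G62380) rose (1.16 ± 0.21) and ACL5 (AT5G19530), whose product thermospermine restrains xylem differentiation, fell (−1.76 ± 0.11). A less firm rise was VND7 (AT1G71930, 0.83 ± 0.18, lost without mock replicate 1 or 2 or 6 h replicate 2 or 3, 0.68 to 0.83). A less firm fall was FRA8 (AT2G28110, −0.81 ± 0.16, lost without mock replicate 3 or 6 h replicate 1 or 3, −0.76 to −0.72). In the stem cell niche list of 15, the quiescent center regulator WOX5 (AT3G11260) rose from 0.85 ± 0.375 to 6.83 ± 0.423 CPM (3.01 ± 0.26) and the other 14 were not called. The suberin list (15) had 1 rise, of MYB41 (AT4G28110, 0.92 ± 0.21, lost without any 1 mock or 6 h library, 0.84 to 0.99). It had 1 fall, of MYB53 (AT5G65230, −0.80 ± 0.15, lost without mock replicate 1 or 6 h replicate 3, −0.71 to −0.68). The Casparian strip list (9) had 1 fall, of CASP5 (AT5G15290) (−1.02 ± 0.17). The root cap list (9) had 1 rise, of BRN2 (AT4G10350, 0.87 ± 0.21, lost without any 1 mock or 6 h library, 0.78 to 0.95).

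The dehydration genes KIN1 (AT5G15960) and KIN2 (AT5G15970) rose at 6 h (log2 3.64 ± 0.29 and 2.28 ± 0.09) within an abscisic acid list of 31 in which 5 rose and 8 fell. The receptor gene PYL6 (AT2G40330) also rose (1.35 ± 0.11) and the transcription factor gene HB7 (AT2G46680) fell (−1.78 ± 0.13). Of 7 heat shock genes, 4 rose, including HSP17.6II (AT5G12020) (5.40 ± 0.37), HSP17.4 (AT3G46230) (2.00 ± 0.27) and HSP18.2 (AT5G59720) (1.23 ± 0.15). HSP22 (AT4G10250) had 3 mock reads and 88 reads at 6 h, a ratio of 31.5 with a 95% exact counting interval of 10.4 to 155. Of 8 hypoxia genes, 2 rose, alcohol dehydrogenase ADH1 (AT1G77120) (2.98 ± 0.24) and hemoglobin HB1 (AT2G16060) (0.67 ± 0.12). Auxin response genes (17) had 1 rise, of the lateral root gene LBD16 (AT2G42430) (0.81 ± 0.12), and 4 falls, such as the repressor gene IAA3 (AT1G04240) (−0.87 ± 0.15). A less firm fall was GH3.5 (AT4G27260, −0.74 ± 0.15, lost without any 1 6 h library or mock replicate 2 or 3, −0.75 to −0.64). Another was IAA13 (AT2G33310, −0.60 ± 0.09, lost without mock replicate 3 or 6 h replicate 1 or 2, −0.58 to −0.54). Auxin transport genes (13) had 2 rises and 3 falls: the influx carrier gene LAX1 (AT5G01240) fell (−2.71 ± 0.11), its relative AUX1 (AT2G38120) rose (0.74 ± 0.07) and the kinase gene PID (AT2G34650) rose too. In the cytokinin response list (13), ARR16 (AT2G40670) fell (−0.93 ± 0.16) and the other 12 were not called.

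All 14 tested photosynthesis genes fell at 6 h, with a median log2 change of −1.99. RCA (AT2G39730), rubisco activase, changed by −2.11 ± 0.10, PSBO1 (AT5G66570) of photosystem II by −2.35 ± 0.11 and the small rubisco subunit gene RBCS1A (AT1G67090) by −3.35 ± 0.16. Of 15 clock genes 4 fell, with RVE7 (AT1G18330) at −1.52 ± 0.10, RVE8 (AT3G09600) at −0.98 ± 0.13 and PRR9 (AT2G46790) at −0.77 ± 0.11, and 11 were not called. The remaining fall was CCA1 (AT2G46830, −0.82 ± 0.19, lost without mock replicate 2 or 3 or 6 h replicate 1 or 3, −0.83 to −0.66). Among the C2H2 zinc finger genes related to STZ (12 tested, STZ included), 3 rose and 2 fell: ZAT11 (AT2G37430) rose by 1.09 ± 0.13 and AZF2 (AT3G19580) and ZAT5 (AT2G28200) changed by −1.15 ± 0.16 and −0.81 ± 0.10. Few cell cycle genes were called at 6 h. Of 36 genes of G2/M and mitosis 2 fell. One was CYCB2;3 (AT1G20610, −0.67 ± 0.13, lost without mock replicate 1 or 2 or 6 h replicate 1 or 2, −0.66 to −0.58). The other was MAP65-4 (AT3G60840, −0.61 ± 0.14, lost without any 1 6 h library or mock replicate 1 or 2, −0.63 to −0.51). Of 27 genes of G1/S and DNA replication 1 rose, E2FA (AT2G36010, 0.59 ± 0.12, lost without mock replicate 2 or 3 or 6 h replicate 1 or 3, 0.52 to 0.59). Of the same 27, 2 D-type cyclin genes fell, CYCD1;1 (AT1G70210) (−1.45 ± 0.08) and CYCD3;1 (AT4G34160, −0.66 ± 0.13, lost without mock replicate 1 or 2 or 6 h replicate 3, −0.64 to −0.58). Of 15 CDK inhibitors and endocycle genes 1 fell, KRP1 (AT2G23430), and 1 rose. The rise was KRP7 (AT1G49620, 0.63 ± 0.16, lost without any 1 mock or 6 h library or 24 h replicate 1 or 2, 0.55 to 0.73). None of the 7 reference genes was called by edgeR, 2 having an unadjusted p under 0.05, nor was any of the 4 followed in DESeq2 and limma-voom.

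Among genes with a mean of at least 5 CPM, some of the largest rises at 6 h were in the glutamate decarboxylase gene GAD4 (AT2G02010) (log2 6.12 ± 0.31), the endonuclease gene ENDO2 (AT1G68290) (5.29 ± 0.33), the ribonuclease gene RNS1 (AT2G02990) (4.89 ± 0.13) and the homeobox gene WOX11 (AT3G03660), which acts in adventitious root formation (5.06 ± 0.19). BHLH167 (AT1G10585) went from 1 read in the 3 mock libraries to 1564 reads at 6 h, a ratio of 1677 with a 95% exact counting interval of 301 to 66280. The largest falls included osmotin, OSM34 (AT4G11650) (−4.43 ± 0.24, from 203 ± 49.8 to 9.42 ± 0.787 CPM), the iron transporter gene IRT1 (AT4G19690) (−4.11 ± 0.59) and the peroxiredoxin gene PRXIIC (AT1G65970) (−3.24 ± 0.19).

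The lists that the study drew up from its own results went both ways at 6 h. They are not independent evidence of direction because the study chose them on these or related samples. Of 5 cell cycle genes 2 fell, the same 2 that are given above under G2/M. Of 9 developmental cell death genes 2 rose, the carboxypeptidase gene SCPL48 (AT3G45010) (0.90 ± 0.09) and the ribonuclease gene RNS3 (AT1G26820) (0.84 ± 0.12), and 2 fell. One of the falls, the cysteine protease gene CEP1 (AT5G50260), was at −2.03 ± 0.26; the other, of GRXS13 (AT1G03850), was −0.63 ± 0.12 and −0.57 and −0.58 without 6 h replicates 1 and 3, below the fold threshold. The 3 environmental cell death genes had 1 rise, of HSF4 (AT4G36990) (0.66 ± 0.13), and 1 fall, of AT4G33550 (−0.67 ± 0.15), whose call was lost without mock replicate 1 (−0.62), mock replicate 3 (−0.68), 6 h replicate 1 (−0.63) or 6 h replicate 2 (−0.64). Of 10 stress regulators, MYB15 (AT3G23250) rose (4.67 ± 0.26), ERF104 (AT5G61600) fell (−1.17 ± 0.11) and 8 were not called, and of 5 vascular targets MP (AT1G19850) (0.91 ± 0.13) and VND6 rose and OBP4 (AT5G60850) fell (−1.33 ± 0.11).

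As sets, 8 of the 30 lists were called at 6 h by camera with its preset correlation, each in the same direction in 3 of 3 libraries. These were photosynthesis (adjusted p = 1.57e-12, median log2 change −1.99), root hair (1.85e-05, median 0.76), clock (0.000571, median −0.42), immunity (0.00173, median 0.61), heat shock (0.0022, median 1.23), the study's cell cycle genes (0.0295, median −0.54), phloem (0.0466, median 0.17) and jasmonate (0.0467, median 0.27). Agreement in 3 of 3 libraries does not mark out the 8, since each library was set against the same mock mean. Lists not called, such as salicylic acid and suberin, also had it. None of the 8 held with an estimated correlation in camera, where 1 list had an unadjusted p under 0.05. Photosynthesis had adjusted p = 0.248 with an estimated correlation, root hair, clock, immunity, heat shock and the study's cell cycle genes adjusted p = 0.77, jasmonate adjusted p = 0.847 and phloem adjusted p = 0.94. Fry called 9 lists, and among the 8 it did not call phloem (0.0555). Adjusted p was 0.863 for C2H2 zinc fingers, 0.076 for G2/M, 0.218 for G1/S, 0.872 for CDK inhibitors, 0.646 for the stem cell niche, 0.218 for xylem, 0.419 for the Casparian strip, 0.218 for suberin, 0.646 for non-hair epidermis and 0.872 for the root cap. It was 0.218 for salicylic acid, 0.218 for abscisic acid, 0.301 and 0.949 for auxin response and transport, 0.831 for cytokinin, 0.218 for ethylene, 0.577 for hypoxia and 0.872 for reference genes, and 0.577, 0.762, 0.577 and 0.98 for the study's developmental and environmental cell death, stress and vascular lists. Median, mean and test differed in sign for C2H2 zinc fingers (median −0.17, mean 0.43), CDK inhibitors, cytokinin, root cap and the study's developmental cell death, stress and vascular lists. Adjusted over the list alone, the counts of rises and falls were the same except for CDK inhibitors (0 and 1), salicylic acid (0 and 3) and clock genes (0 and 5).

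The jasmonate call was lost without mock replicate 1 (adjusted p = 0.0892) or 6 h replicate 2 (0.0664) or 3 (0.0571), the phloem call without mock replicate 3 (0.0572) or 6 h replicate 1 (0.0635) or 3 (0.104), and that of the study's cell cycle genes without 6 h replicate 2 (0.0664). With the stricter filter on low counts the heat shock (0.76) and phloem (0.122) calls were lost. Upper-quartile scaling ended the phloem call (0.0514), total counts alone the phloem call (0.0546) and that of the study's cell cycle genes (0.0586), and RPKM values the same 2 (0.0572 and 0.0579). The jasmonate call was lost with DESeq2 size factors (0.0574) and with only the 2 groups in the fit (0.0581). G2/M, not called, was called in 5 of 22 alternatives. The mock libraries were taken at 24 h, so 6 h of estradiol is compared with mock of another duration.

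**Figure D2:**
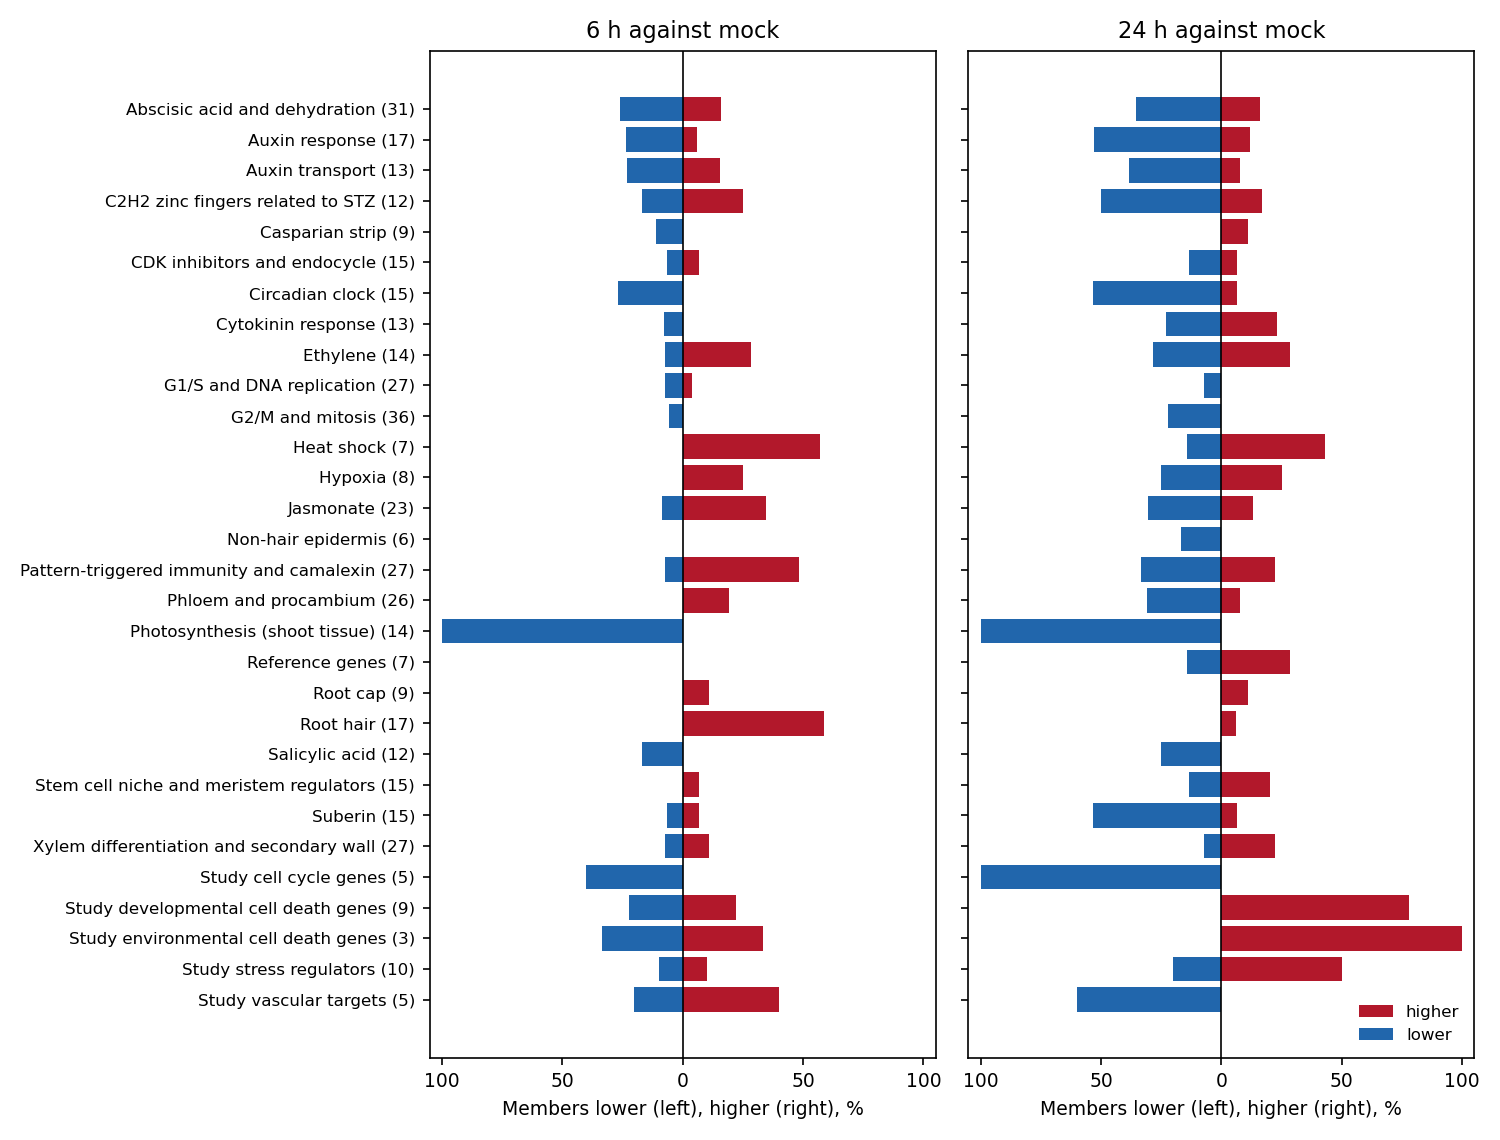
Share of the tested members of each of the 30 lists that were called higher (right, red) or lower (left, blue) against mock at 6 h and at 24 h, in % of the tested members, whose number is in brackets. All 14 photosynthesis genes were lower at both times, and 10 of 17 root hair genes were higher at 6 h.

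The second comparison, 24 h of estradiol against 24 h of mock, asks which transcripts differed once STZ had accumulated. Suberin and auxin genes, several of STZ's relatives and some mitotic genes, including the study's 5 cell cycle genes, were among those that fell. Several cell death genes that the study chose from its own results were among those that rose. CDKB2;1 (AT1G76540), a mitotic cyclin-dependent kinase, fell from 30.5 ± 2.08 to 16.3 ± 2.11 CPM (SD, n = 3). ZAT6 (AT5G04340), the zinc finger gene closely related to STZ, fell from 43.1 ± 5.37 to 7.16 ± 1.11 CPM, and DALL3 (AT2G30550), a lipase gene, rose from 30.1 ± 3.1 to 79.5 ± 13.7 CPM. edgeR called 7206 genes, 3566 higher and 3640 lower (49.5% higher). With upper-quartile scaling 39.6% of the called genes were higher, and with total counts alone 42.7%. Of the 7206, 861 were higher and 322 lower at least 4-fold, and 352 higher and 8 lower at least 16-fold.

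Of the 36 genes of G2/M and mitosis, 8 fell at 24 h and the other 28 were not called. Besides CDKB2;1 (log2 −0.90 ± 0.11, SE), they included the spindle checkpoint gene MAD2 (AT3G25980) (−0.85 ± 0.10), the cyclin gene CYCB1;4 (AT2G26760) (−0.82 ± 0.11) and MAP65-4, a microtubule bundling protein gene (−1.24 ± 0.14). All 5 of the study's cell cycle genes belong to this G2/M list and are among the 8 that fell. The counts and set tests of the G2/M list, in every comparison, are therefore not independent of the study's choice. The list was not tested without the study's 5 genes. Over all 20272 tested genes, 3640 fell at 24 h, so falls were common outside this list too. Of 27 genes of G1/S and DNA replication, only the D-type cyclins CYCD1;1 (−2.67 ± 0.09) and CYCD3;3 (AT3G50070) (−0.69 ± 0.12) fell. The other 25 were not called. Of 15 CDK inhibitors and endocycle genes 1 rose, KRP7 (0.94 ± 0.16), and 2 fell, KRP1 (−0.86 ± 0.12) and KRP2 (AT3G50630, −0.59 ± 0.11, lost without mock replicate 3, 6 h replicate 2 or 24 h replicate 1 or 3, −0.58 to −0.54). In the stem cell niche list (15) 3 rose and 2 fell: SCR (AT3G54220), which patterns the ground tissue and quiescent center, rose by 1.16 ± 0.14, JKD (AT5G03150) rose by 0.83 ± 0.12, and BRAVO (AT5G17800), a repressor of quiescent center division, changed by −0.92 ± 0.12. The other fall was NUC (AT5G44160, −0.64 ± 0.08, lost without 24 h replicate 1, −0.56).

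Xylem and secondary wall genes (27) had 6 rises and 2 falls at 24 h. ACL5 fell from 84.9 ± 8.38 to 11.1 ± 1.01 CPM (log2 −2.93 ± 0.12), and the xylem protease gene XCP1 (AT4G35350) rose (0.70 ± 0.08). Less firm rises were IRX9 (AT2G37090, 0.62 ± 0.11, lost without 24 h replicate 3, 0.52) and TED6 (AT1G43790, 0.65 ± 0.10, lost without 24 h replicate 3, 0.56). Each of these calls was lost in 5 of 22 alternatives. Phloem and procambium genes (26) had 2 rises, PP2-A1 (1.74 ± 0.10) and NAC045, and 8 falls, including the procambial regulator gene TMO6 (AT5G60200) (−1.49 ± 0.10), SMXL5 (AT5G57130) (−1.29 ± 0.10) and CVP2 (AT1G05470) (−1.19 ± 0.11). Of 15 suberin genes 8 fell, such as the regulator gene MYB53 (AT5G65230) (−2.02 ± 0.17), the exporter gene ABCG6 (AT5G13580) (−1.32 ± 0.14) and CYP86B1 (AT5G23190), and the reductase gene FAR1 (AT5G22500) rose (2.23 ± 0.24). In the other cell type lists, 1 Casparian strip gene of 9 rose, MYB36 (AT5G57620, 0.59 ± 0.17, lost without any 1 mock library, 6 h replicate 3 or 24 h replicate 1 or 2, 0.37 to 0.63). Likewise 1 root hair gene of 17 rose, COW1 (AT4G34580, 0.60 ± 0.16, lost without mock replicate 1 or 2 or 24 h replicate 2 or 3, 0.49 to 0.63). Neither MYB36 nor COW1 passed the fold threshold with upper-quartile scaling (0.47 and 0.49). RHS12, a root hair gene not called here, was called in 9 of 22 alternatives. BRN1 (AT1G33280) rose among 9 root cap genes (1.60 ± 0.12), and CPC (AT2G46410), a repressor that promotes the hair fate, fell within the non-hair list of 6 (−0.68 ± 0.14; without 24 h replicate 2, −0.58 and below the fold threshold).

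Auxin genes fell more often than they rose at 24 h. Of 17 response genes 2 rose and 9 fell, including the repressor genes IAA3 (log2 −2.36 ± 0.17) and IAA14 (AT4G14550) (−1.14 ± 0.09) and the conjugating enzyme genes GH3.5 (AT4G27260) (−2.15 ± 0.17) and GH3.2 (AT4G37390) (−1.92 ± 0.17). Of 13 transport genes 1 rose, PID (2.06 ± 0.15), and 5 fell, including LAX1 (−3.83 ± 0.13), LAX3 (AT1G77690) (−1.19 ± 0.08) and the efflux carrier gene PIN3 (AT1G70940) (−1.05 ± 0.09). Cytokinin response genes (13) had 3 rises and 3 falls, with ARR6 (AT5G62920) at 1.26 ± 0.09 and ARR7 (AT1G19050) at −1.20 ± 0.16. Ethylene genes (14) had 4 rises and 4 falls: ACO4 fell (−1.50 ± 0.11) and EBF2 (AT5G25350) rose (1.19 ± 0.08). Abscisic acid genes (31) had 5 rises and 11 falls, with the receptor genes PYL6 (2.52 ± 0.11) and PYL5 (AT5G05440) (2.32 ± 0.12) higher and ABF1 (AT1G49720) (−1.37 ± 0.07) and LTI30 (AT3G50970) (−1.43 ± 0.10) lower.

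Immune genes went both ways at 24 h. Of 27 pattern-triggered immunity genes 6 rose and 9 fell: PUB22 rose by log2 2.57 ± 0.11 and the chitin receptor gene CERK1 (AT3G21630) by 0.92 ± 0.08, and WRKY11 (AT4G31550) and MYB51 (AT1G18570) changed by −0.85 ± 0.06 and −1.08 ± 0.10. Of 12 salicylic acid genes 3 fell, including the synthase gene ICS1 (AT1G74710) (−0.87 ± 0.19) and WRKY54 (AT2G40750) (−1.37 ± 0.26). The remaining fall was FMO1 (AT1G19250, −1.69 ± 0.50, lost without any 1 24 h library, mock replicate 2 or 3 or 6 h replicate 1, −2.03 to −1.24). Of 23 jasmonate genes 3 rose, including JAZ6 (1.40 ± 0.11) and JAZ2 (AT1G74950) (0.80 ± 0.09), and 7 fell, including VSP1 (−1.93 ± 0.14) and the synthesis gene OPR3 (AT2G06050) (−0.62 ± 0.06). Hypoxia genes (8) had 2 rises and 2 falls, with PCO1 (AT5G15120) at 2.22 ± 0.20 and PDC1 (AT4G33070) at −1.62 ± 0.13. The other rise was LBD41 (AT3G02550, 0.67 ± 0.16, lost without mock replicate 1 or 24 h replicate 1 or 2, 0.56 to 0.65). Heat shock genes (7) had 3 rises, including HSP90.1 (AT5G52640) (1.44 ± 0.16) and HSFA2 (AT2G26150, 0.88 ± 0.20, lost without mock replicate 3 or 24 h replicate 1, 0.73 to 0.78). They had 1 fall, of HSP101 (AT1G74310, −0.69 ± 0.11, lost without mock replicate 1, −0.58). All 14 photosynthesis genes fell (median −1.82), and of 15 clock genes 1 rose and 8 fell, including RVE7 (−1.80 ± 0.10) and PRR7 (AT5G02810) (−1.15 ± 0.09). Among the 12 C2H2 zinc finger genes 2 rose, STZ among them, and 6 fell, including ZAT6 (−2.60 ± 0.13), ZAT5 (−1.88 ± 0.11), AZF2 (−1.48 ± 0.17) and AZF1 (AT5G67450) (−1.42 ± 0.12). Of 7 reference genes 2 rose and 1 fell: UBC21 (AT5G25760) rose (0.96 ± 0.09), GAPC2 (AT1G13440) fell (−0.85 ± 0.08) and PP2AA3 (AT1G13320) was at 0.60 ± 0.06. The call of PP2AA3 was lost without mock replicate 1 (0.58) or 24 h replicate 2 (0.55) and with upper-quartile scaling (0.48), where it missed the fold threshold.

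**Figure D3:**
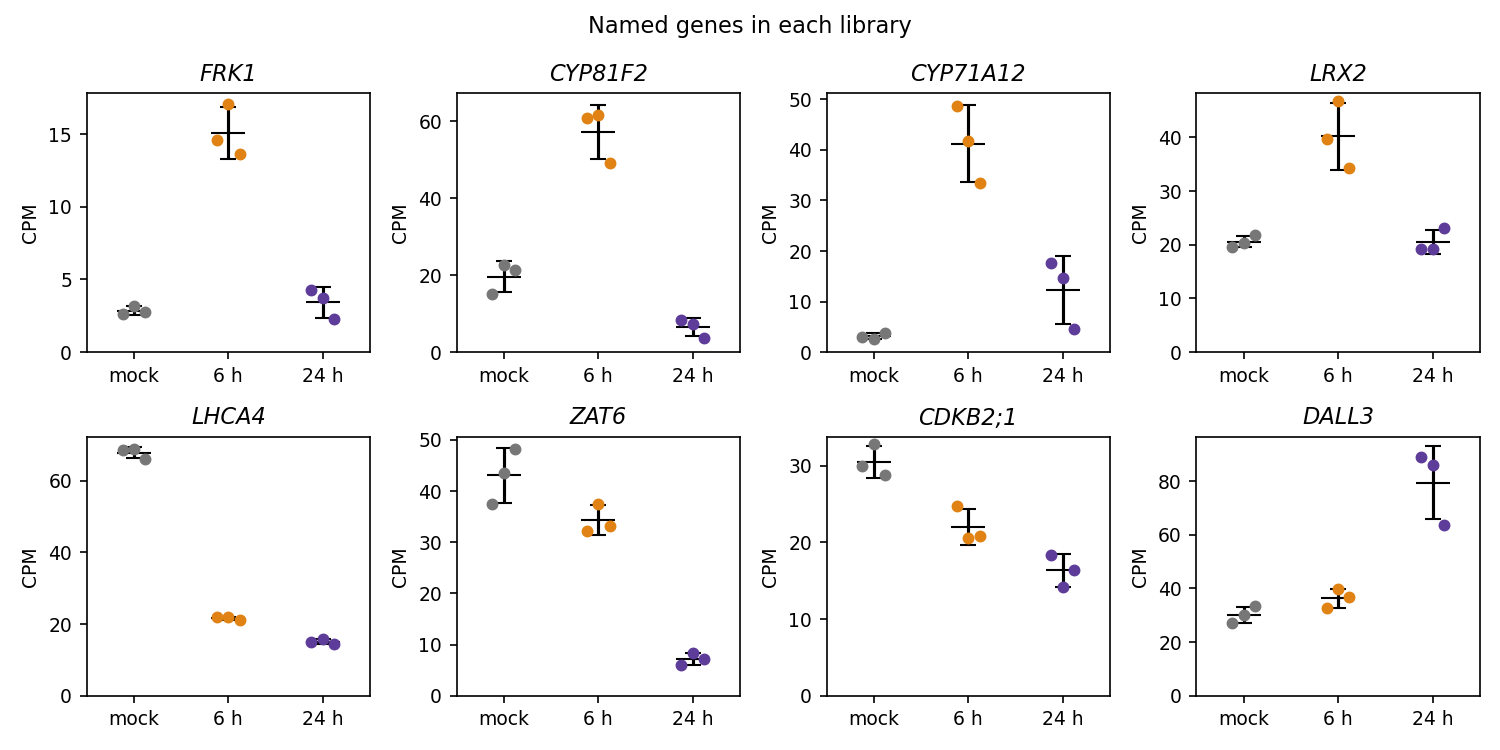
CPM of 8 named genes in each library by treatment, with the mean and SD of each group (n = 3). FRK1, CYP81F2, CYP71A12 and LRX2 are highest at 6 h, LHCA4, ZAT6 and CDKB2;1 are lowest at 24 h, and DALL3 is highest at 24 h.

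For the genes that the study named, the same reservation on independence holds at 24 h. All 5 of its cell cycle genes fell, including CYCB2;3 (−0.96 ± 0.14) and CYCB2;4 (AT1G76310) (−0.63 ± 0.13); CYCB2;4 was −0.51 without mock replicate 1 and −0.54 without 24 h replicate 2, below the fold threshold. Of its 9 developmental cell death genes 7 rose, including LECRKA4.1 (AT5G01540) (1.92 ± 0.18), DALL3 (1.40 ± 0.13), the NAC factor gene ANAC087 (AT5G18270) (1.11 ± 0.12) and RNS3 (1.03 ± 0.12), whereas the metacaspase gene MC9 (AT5G04200) (0.53 ± 0.16) and the nuclease gene BFN1 (AT1G11190) (0.23 ± 0.14) were not called. CEP1 also rose (0.71 ± 0.20), but its call was lost without mock replicate 1 (0.51) or 2 (0.79), 6 h replicate 1 (0.71) or 3 (0.71), or 24 h replicate 1 (0.69), 2 (0.67) or 3 (0.76). All 3 environmental cell death genes rose, RAB18 (AT5G66400) by 2.47 ± 0.37, HSF4 by 1.24 ± 0.13 and AT4G33550 by 1.16 ± 0.14. Of 10 stress regulators 5 rose, including WRKY46 (AT2G46400) (4.19 ± 0.50), MYB15 (2.73 ± 0.30) and ERF2 (AT5G47220) (1.23 ± 0.21), and ZAT6 and ERF104 fell, while ANAC055 (AT3G15500) was at 0.59 ± 0.23 and not called. Of 5 vascular targets OBP4 (−1.61 ± 0.11), TMO6 and HCA2 (AT5G62940) (−1.03 ± 0.21) fell.

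Among the largest rises at 24 h were genes with almost no mock reads. AED1 (AT5G10760), an apoplastic aspartyl protease gene, and CHX26 (AT5G01680), a cation exchanger gene, had no mock reads and were at least 735-fold and at least 713-fold higher at 24 h, set against a floor of 3 counts over the group. LCAT1 (AT1G27480) had 3 mock reads and 7703 at 24 h, a ratio of 2949 (95% exact counting interval 1009 to 14301). For PUB54 (AT1G01680) the ratio was 3033 (839 to 25053), for the P450 gene CYP705A24 (AT1G28430) 2533 (701 to 20924), for the transporter gene DTX4 (AT2G04070) 3006 (539 to 118787) and for the pollen receptor kinase gene PRK5 (AT1G50610) 2368 (425 to 93569). Such floors and intervals cover counting error only. IDL3 (AT5G09805), which encodes a secreted peptide related to the abscission signal IDA, rose from 0.108 ± 0.0983 to 232 ± 62.3 CPM. Among called genes with a symbol and a mean of at least 5 CPM, the largest fall was that of the linker histone gene HIS1-3 (AT2G18050) (−3.93 ± 0.20), with LAX1, the galactinol synthase gene GOLS1 (AT2G47180) (−3.34 ± 0.10), the calcium pump gene ACA12 (AT3G63380) (−3.12 ± 0.11) and the wall enzyme gene XTH24 (AT4G30270) (−3.03 ± 0.15) also among the largest.

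Camera called 8 of the 30 lists at 24 h, each with 3 of 3 libraries in its direction. These were photosynthesis (adjusted p = 3.35e-06, median log2 change −1.82), G2/M (0.00262, median −0.40), the study's developmental cell death genes (0.0105, median 0.80), auxin transport (0.0161, median −0.48), suberin (0.0174, median −0.64), clock (0.0174, median −0.64), the study's cell cycle genes (0.0239, median −0.90) and auxin response (0.0326, median −0.89). Agreement in 3 of 3 libraries does not mark out the 8, since lists not called, such as reference genes and salicylic acid, also had it. None of the 8 held in camera with an estimated correlation, each with adjusted p = 0.793. With that correlation 1 list had an unadjusted p under 0.05, and fry called 14. Adjusted p was 0.129 for C2H2 zinc fingers, 0.67 for G1/S, 0.992 for CDK inhibitors, 0.992 for the stem cell niche, 0.362 for xylem, 0.486 for phloem, 0.67 for the Casparian strip, 0.792 for root hair, 0.203 for non-hair epidermis and 0.992 for the root cap. It was 0.792 for immunity, 0.114 for salicylic acid, 0.67 for jasmonate, 0.152 for abscisic acid, 0.992 for cytokinin, 0.992 for ethylene, 0.67 for hypoxia, 0.341 for heat shock and 0.921 for reference genes, and 0.0825, 0.291 and 0.187 for the study's environmental cell death, stress and vascular lists. Median, mean and test differed in sign for CDK inhibitors, the stem cell niche, ethylene, immunity, root cap and reference genes. Adjusted over the list alone, the counts of rises and falls differed for the Casparian strip (0 and 0), root hair (0 and 0), abscisic acid (5 and 12) and salicylic acid (0 and 2). The suberin call was lost without 24 h replicate 3 (adjusted p = 0.0636), and with upper-quartile scaling, which moved the median log2 change of all genes to −0.12, the calls of auxin response (0.0597) and of the study's cell cycle genes (0.0557) were lost, as both were with total counts alone (0.0519 for each) and with RPKM values (0.0596 for each). The study's environmental cell death genes, not called, were called by fry and without 24 h replicate 3 (0.0366). No estradiol-treated seedlings without the transgene were analysed here.

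The third comparison, 24 h against 6 h of estradiol, is the direct test of the difference between the times. Genes of the immunity, jasmonate and root hair lists fell more often than they rose from 6 h to 24 h, and STZ and several of the study's cell death genes rose. FRK1 fell from 15.1 ± 1.77 to 3.43 ± 1.05 CPM (SD, n = 3), CYP81F2 (AT5G57220), which acts in indole glucosinolate synthesis, from 57.3 ± 6.96 to 6.46 ± 2.35 CPM, and the flagellin receptor gene FLS2 (AT5G46330) from 4.16 ± 0.143 to 0.398 ± 0.14 CPM. edgeR called 4979 genes, 2853 higher and 2126 lower (57.3% higher); with upper-quartile scaling, which moved the median of all genes to −0.12, 44.6% were higher. At least 4-fold, 640 were higher and 185 lower, and at least 16-fold 274 and 12.

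Of 27 immunity genes 2 rose, PUB22 and CERK1, and 13 fell, including FLS2 (log2 −3.36 ± 0.26), CYP81F2 (−3.15 ± 0.23), FRK1 (−2.13 ± 0.19) and BIK1 (−0.91 ± 0.08). Of 23 jasmonate genes 1 rose and 8 fell, including VSP2 (AT5G24770) (−3.57 ± 0.38), VSP1 (−3.01 ± 0.14) and JAZ8 (−3.43 ± 0.52). Of 17 root hair genes 7 fell and 10 were not called, with LRX2 at −0.97 ± 0.11 and PRP1 at −1.18 ± 0.20. Phloem genes (26) had 1 rise, PP2-A1, and 8 falls, including SMXL5 (−1.37 ± 0.10) and TMO6 (−1.09 ± 0.11). Auxin transport genes (13) had 1 rise and 7 falls, with AUX1 at −1.03 ± 0.07 and LAX1 at −1.12 ± 0.15, and auxin response genes (17) had 2 rises and 8 falls, with LBD16 at −1.39 ± 0.13 and IAA3 at −1.49 ± 0.17. Suberin genes (15) had 1 rise, FAR1 (2.20 ± 0.24), and 6 falls, and C2H2 zinc finger genes (12) had 1 rise, STZ, and 5 falls, including ZAT6 (−2.27 ± 0.13) and ZAT11 (−1.52 ± 0.13). In the stem cell niche list (15) 2 rose, including SCR (0.96 ± 0.14), and 4 fell, including WOX5 (−1.65 ± 0.23) and NUC (AT5G44160, −0.65 ± 0.08, lost without 24 h replicate 1, −0.57).

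Hypoxia genes (8) had 2 rises and 3 falls, with ADH1 at −3.26 ± 0.25, and heat shock genes (7) had 1 rise and 5 falls, with HSP17.6II at −3.04 ± 0.29 and a less firm fall of HSP101 (AT1G74310, −0.63 ± 0.11, lost without 6 h replicate 2 or 24 h replicate 3, −0.58 to −0.55). Abscisic acid genes (31) had 6 rises and 9 falls, with KIN2 at −2.52 ± 0.09 and RAB18 at 1.58 ± 0.34. Ethylene genes (14) had 3 rises and 4 falls, with ACS8 at −2.68 ± 0.27. Xylem genes (27) had 1 rise and 4 falls, with VND6 at −1.39 ± 0.22, root cap genes (9) 1 rise, BRN1, and reference genes (7) 1 rise and 1 fall. Cytokinin genes (13) had 1 fall and 2 rises, including ARR5 (AT3G48100, 0.59 ± 0.08, lost without 6 h replicate 1, 0.50). Clock genes (15) had 1 fall and 2 rises, including ELF4 (AT2G40080, 0.61 ± 0.08, lost without 6 h replicate 1 or 24 h replicate 2, 0.53 to 0.54). Salicylic acid genes (12) had 1 fall, of WRKY54 (AT2G40750, −0.98 ± 0.26, lost without any 1 6 h or 24 h library or mock replicate 2 or 3, −1.08 to −0.79). The Casparian strip list (9) had 1 rise, of MYB36 (AT5G57620, 0.71 ± 0.17, lost without 6 h replicate 1 or 3 or 24 h replicate 2, 0.48 to 0.63). Of 14 photosynthesis genes 1 rose, LHCB1.3 (AT1G29930) (0.82 ± 0.17). None of the 6 genes of the non-hair list was called by edgeR, 2 having an unadjusted p under 0.05, whereas DESeq2 called 1 of the 4 followed there, WER (AT5G14750, log2 −0.59), and limma-voom none. WER was also called without 24 h replicate 3 (−0.87). G2/M (36), G1/S (27) and CDK inhibitor (15) genes had 1 fall each. That of G2/M was MAP65-4 (AT3G60840, −0.63 ± 0.15, lost without 6 h replicate 2 or 3 or 24 h replicate 1 or 2, −0.63 to −0.50) and that of G1/S was CYCD1;1 (−1.22 ± 0.09). The CDK inhibitor was KRP2 (AT3G50630, −0.59 ± 0.11, lost without mock replicate 2, 6 h replicate 2 or 24 h replicate 1 or 3, −0.58 to −0.47). Of the study's lists, which are not independent evidence here either, 5 of 9 developmental cell death genes rose, such as CEP1 (2.74 ± 0.25) and GRXS13 (1.42 ± 0.12), as did 2 of 3 environmental cell death genes, and 1 of 5 cell cycle genes and 3 of 5 vascular targets fell. Of its 10 stress regulators 6 rose, such as WRKY46 (4.14 ± 0.50), ERF2 (1.97 ± 0.23), and 2 fell, MYB15 (−1.94 ± 0.20) and ZAT6. A less firm rise among them was ANAC055 (AT3G15500, 0.99 ± 0.24, lost without 6 h replicate 1 or 24 h replicate 1 or 2, 0.81 to 0.94).

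Among the largest rises from 6 h to 24 h, CHX27 (AT5G01690) and PUB54 had no reads at 6 h and were at least 1019-fold and at least 1886-fold higher at 24 h, and LCAT1 had 2 reads at 6 h, a ratio of 4125 (1141 to 34065). BHLH167 fell by 7.01 on the log2 scale (SE 0.36), from 19 ± 3.12 to 0.153 ± 0.181 CPM, and ACA12 fell from 97.4 ± 5.75 to 10.2 ± 1.66 CPM.

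Camera called 10 lists, each with 3 of 3 libraries in its direction. These were root hair (adjusted p = 0.0053, median log2 change −0.58), auxin transport (0.0053, median −0.64), immunity (0.00578, median −0.56), phloem (0.00607, median −0.47), G2/M (0.0131, median −0.31), the study's developmental cell death genes (0.021, median 0.81), C2H2 zinc fingers (0.0253, median −0.65), suberin (0.0253, median −0.40), the study's vascular targets (0.0253, median −1.07) and auxin response (0.0422, median −0.78). Agreement in 3 of 3 libraries does not mark out the 10, since lists not called, such as reference genes and ethylene, also had it. None of the 10 held in camera with an estimated correlation, each with adjusted p = 0.764. With that correlation 1 list had an unadjusted p under 0.05. Fry called 16 lists, and among the 10 it did not call G2/M (0.0582). Adjusted p was 0.051 for G1/S, 0.919 for CDK inhibitors, 0.675 for the stem cell niche, 0.919 for xylem, 0.919 for the Casparian strip, 0.254 for non-hair epidermis, 0.919 for the root cap, 0.919 for photosynthesis, 0.432 for salicylic acid, 0.051 for jasmonate, 0.898 for abscisic acid and 0.988 for cytokinin. It was 0.316 for ethylene, 0.305 for the clock, 0.675 for hypoxia, 0.142 for heat shock and 0.898 for reference genes, and 0.116, 0.0616 and 0.275 for the study's cell cycle, environmental cell death and stress lists. Median, mean and test differed in sign for CDK inhibitors, the Casparian strip, hypoxia and xylem. Adjusted over the list alone, the counts of rises and falls differed for G2/M (0 and 0), auxin response (2 and 9), salicylic acid (0 and 0), the Casparian strip (0 and 0), root hair (0 and 8) and xylem (1 and 3). The calls of suberin (0.103) and of the study's developmental cell death genes (0.0543) were lost without 24 h replicate 3, and that of auxin response without 6 h replicate 3 (0.0525) or 24 h replicate 2 (0.0532) and with upper-quartile scaling (0.0972) or total counts alone (0.062). With the stricter filter, those of suberin (0.12), the study's developmental cell death genes (0.145) and its vascular targets (0.145) were lost. Of the lists not called, jasmonate was called in 11 of 22 alternatives, G1/S in 8 and the study's environmental cell death genes in 4.

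Across both times, 7933 genes were called against mock, with 111 in opposite directions. Of these, 593 were higher at both times and 1231 lower at both, against 193 and 280 for independent lists, and 111 were opposite against 472. Of the 6 h calls, 68.5% were called in the same direction at 24 h. Both comparisons share the 3 mock libraries. In 20 simulations of unchanged groups against shared controls, edgeR called 0 genes at both times. With no changed genes simulated, few calls could arise at these thresholds. The 0 therefore does not measure how far shared mock noise adds to the overlap. The correlation of log2 changes across genes was 0.521, against a mean of 0.490 (0.457 to 0.516) in the simulations, and the covariance 0.447 against 0.0139. The 3 mock libraries cannot be split into parts of at least 2, so the overlap was not computed with a separate mock for each time. Of the 1100 genes higher at 6 h, 295 were not called at 24 h and were lower at 24 h than at 6 h, and 126 genes lower at 6 h returned in the same way. A further 2079 genes were higher and 1105 lower at 24 h alone, and differed between the times.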

Values the study reported

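The study reported 8,435 differentially expressed genes against mock at a 1.5-fold cutoff, of which more than 50% were upregulated, and it sorted them into 6 clusters.

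It reported 61 cell cycle genes suppressed by both STZ and the PEP1 peptide. Of 98 developmental cell death markers 36 were shared with the STZ-induced clusters, and of 84 environmental cell death markers 26. Of 344 transcription factors induced by PEP1, 190 were differentially expressed after STZ induction and 66 of these were predicted direct targets.

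By RT-qPCR, STZ was 3,883.3-fold higher than in Col-0 in T2 seedlings of the line after 24 h of estradiol. In this line, with very high STZ induction, the selected cell cycle genes were suppressed by more than 50% on average at 24 h. A line with moderate induction kept most of its mock transcript levels in the same assay.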

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

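Some tests were chosen only after the result was seen. These were library size, time under treatment, the shorter time at 6 h, mature root and all counts of other splits of the libraries.

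The effects at 6 h and 24 h differed in 4979 genes, tested directly between the times, and 111 genes were called in opposite directions against mock. STZ differed by a log2 change of 3.26. The lists that differed between the times were auxin response (adjusted p = 0.0422), auxin transport (0.00530), C2H2 zinc fingers (0.0253), G2/M and mitosis (0.0131), pattern-triggered immunity (0.00578), phloem and procambium (0.00607), root hair (0.00530), the study's developmental cell death genes (0.0210), its vascular targets (0.0253) and suberin (0.0253), all by camera with its preset correlation. With an estimated correlation, the lowest adjusted p for any list of this contrast was 0.764. Of the 233 named genes, 10 were called in opposite directions against mock. From 6 h to 24 h, GRXS13 changed by 1.42, AT4G33550 by 1.84 and CEP1 by 2.74 (log2), all from lower to higher than mock. The other changes were −3.49 for TSA1_1, −3.28 for BHLH125, −1.95 for HB1, −3.57 for VSP2, −3.01 for VSP1, −3.36 for FLS2 and −3.15 for CYP81F2, all from higher to lower than mock. CEP1's call at 24 h was lost without mock replicate 1 (0.51) or 2 (0.79), 6 h replicate 1 (0.71) or 3 (0.71), or 24 h replicate 1 (0.69), 2 (0.67) or 3 (0.76). At 6 h the call of GRXS13 was lost without 6 h replicate 1 (−0.57) or 3 (−0.58), and that of AT4G33550 without mock replicate 1 (−0.62) or 3 (−0.68) or 6 h replicate 1 (−0.63) or 2 (−0.64). Of the lists, suberin (0.103) and the developmental cell death genes (0.0543) were lost without 24 h replicate 3, and auxin response without 6 h replicate 3 (0.0525) or 24 h replicate 2 (0.0532).

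For each contrast, 10 splits of its 6 libraries exist, which is too few for a share under 0.05. The real split gave 2662 genes at 6 h, 7206 at 24 h and 4979 between the times, in each case 1 of 10 splits with as many, and the highest other split gave 0. For the gene lists, 6 of 10 splits gave at least the 8 lists called at 6 h, 6 of 10 at least the 8 called at 24 h and 3 of 10 at least the 10 called between the times, and the highest other splits gave 10, 10 and 14. Over all 9 libraries, 1 of 60 splits (the real one) gave as many as 7933 genes called at either time, with 4479 in the highest other, and 1 of 60 gave as many as 1824 genes called in the same direction at both times, with 15 in the highest other. The 60 are a draw from the possible splits, and 1 of 60 is the lowest share that they can give. Mixed groups hold the treatment difference within them, which lowers their gene calls, so chance is not excluded for the gene counts. The list counts were not lowered in this way, since other splits called as many lists or more. The number of lists called by camera therefore does not set the real split apart.

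The first pattern is that of genes at or near 0 in mock that rose at 24 h: 271 of the 285 tested genes with a mock mean below 0.1 CPM rose, to a median of 1.33 CPM, and 36 of them were also higher at 6 h; a gene this low in mock passes the expression filter only if another group is higher, so the filter sets the share, not the number. Genomic DNA would put reads on all silent genes, but over the 4756 counted genes with no mock reads the median at 24 h was 0 RPKM, the 90th percentile 0.048 RPKM, and 76.2% had no reads, against a median of 1.1 RPKM for the pattern. Reads shared with near-identical copies are argued against by a median unique share of 100%, with 4 genes below 80%, and larger libraries by a mean of 26.3 M exon reads at 24 h against 28.7 M in mock. A response to STZ or to estradiol itself stays open, since no estradiol-treated seedlings without the transgene were analysed here. Such genes may also answer to regulators downstream of STZ, which was not tested.

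The second pattern is the fall of photosynthesis genes at both times. As the source of the fall at 24 h, a difference in time under treatment is argued against by the 24 h comparison. There both groups had the same time and the median log2 change was −1.82 ± 0.16 (SE over genes). At 6 h the times differed, and whether this added to the fall was not tested. The study states that the lower part of the roots was dissected from the seedlings, which would leave out the shoot. From the counts alone, more shoot tissue in the mock libraries cannot be told apart from a fall within roots: of 12 shoot markers only 5 had 1 CPM or more in mock, and their median was 0.41 ± 0.56 (0.408), with AS1 and FDH lower and TCP4 higher. FDH, the most abundant of them, had 42 CPM in mock and 19.2 CPM at 24 h, and LHCA4 had 67.9 and 15.1 CPM. None of these 5 markers stands in another list. PDF1 and CER1, the rest of the 5, were not called. Of markers under 1 CPM in mock, YAB1 rose from 0 to 2.22 CPM at 24 h. MYB60, ATML1 and CUT1, at 0.397, 0.536 and 0.42 CPM in mock, were not called, and such low levels decide little. A fall of the nuclear photosynthesis genes in root cells may remain, as may a difference in how much of the root was taken.

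The third pattern is the rise at 6 h that returned by 24 h, seen in 295 genes, or 26.8% of those higher at 6 h. If more mature root in the 6 h libraries raised root hair, suberin, Casparian strip and xylem genes alike, their medians would be close. The root hair median (0.76) lay above those of suberin (−0.17), Casparian strip (−0.13) and xylem (0.13) by at least 3.59 standard errors. These errors were taken over genes, which are not independent, and the lists are not the 295 genes of the pattern. The values therefore argue only against an equal rise of these lists, and not against every difference in root maturity. A shorter time since the treatment began cannot be told apart from an early response to STZ, because 0 mock libraries were taken at 6 h. An early, transient response to STZ therefore may or may not be the source, and was not tested.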

How the results depend on the processing

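All alternatives were planned. No called result changed sign in any of them. STZ, the counts of called genes and the union stayed within 1.5 times of their values under the other scalings, filters, tests and read counts, with these exceptions. With an adjusted p under 0.05 and no fold limit, 7634 genes were called at 6 h, 13247 at 24 h, 11561 between the times and 14854 at either time, as the looser threshold must give. With the stricter filter, which tests fewer genes, 1211 genes were called in the same direction at both times, against 1824. With an estimated correlation 0 of the 26 list calls held; 3 of the 90 tests had an unadjusted p under 0.05, and fry called 39. Leaving out 1 library gave 2114 to 2732 genes at 6 h, 6794 to 7743 at 24 h (the highest without 24 h replicate 3), 4502 to 5589 between the times, 7495 to 8510 at either time and 1483 to 1845 in the same direction at both. It gave log2 changes of STZ of 5.48 to 5.82 at 6 h and 8.74 to 9.08 at 24 h, 290 to 313 calls of named genes against 309, and 24 to 28 list calls; the cause was not tested. With RPKM values in limma, 2057, 5960 and 3899 genes were called in the 3 contrasts. With the replicate number as a block, 2813, 7318 and 5079 genes were called in the 3 contrasts. It gave 8088 genes at either time, 1915 in the same direction at both, and STZ at 5.63 and 8.90. Named genes gained 2 calls and lost 2, which left 309. Lists gained 3 calls, which gave 29. Deviations from the group mean correlated, across genes, at 0.214, 0.335 and 0.152 for the same-numbered 6 h and 24 h libraries, above all differently numbered pairs of these groups, so the numbers may stand for shared batches there, which the block takes up. With mock, same-numbered libraries correlated at −0.05 to 0.15, and 3 of 9 libraries correlated best with their own number in both other groups. Over all alternatives, values of named genes stayed on their side of the threshold in 8932 cases, lost it in 234 and passed it in 72, and those of lists in 1878, 60 and 42. The gene calls lost most often were KRP7 at 6 h (16 alternatives), MYB36 at 24 h (13), CEP1 at 24 h (11), WRKY54 between the times (11), E2FA and BRN2 at 6 h (10 each) and FMO1 and COW1 at 24 h (9 each); of the list calls it was phloem at 6 h (9). The heat shock call at 6 h was lost with the stricter filter (adjusted p = 0.760). In the simulated counts edgeR recovered 42% and 28% of changes of 1.5-fold, which lie at the fold threshold itself.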

Other observations

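The enrichment tests, the neighbour test and the genes named in this part were chosen only after results were seen; the tests of tandem copies, of the male gametophyte genes and of the disease resistance genes were set up before their own results were known. Aquaporin genes, which encode water channels, were lower at 24 h: of 29 genes with the major intrinsic protein domain 17 fell, 2 rose and 10 were not called (hypergeometric test of the lower genes, Benjamini-Hochberg adjusted p = 0.000161). PIP1-1 (AT3G61430) fell from 1333 ± 111 to 539.8 ± 143 CPM (SD, n = 3), PIP2B (AT2G37170) had a log2 change of −1.24 ± 0.18 (SE), TIP2-3 (AT5G47450) one of −1.91 ± 0.20, and NIP1-2 (AT4G18910) rose (1.41 ± 0.13). Of 60 plant peroxidase genes 18 rose and 4 fell at 6 h (adjusted p = 8.15e-07), and 23 rose and 14 fell at 24 h. PER49 (AT4G36430) rose from 19.1 ± 4.45 to 194 ± 36.6 CPM at 6 h and PER52 (AT5G05340) from 2.29 ± 0.125 to 19.1 ± 2.99 CPM, and PER71 (AT5G64120) changed by −2.74 ± 0.11 at 24 h. Of 32 genes with the Hsp20 domain of small heat shock proteins 13 rose and 2 fell at 6 h (adjusted p = 1.15e-06), and 14 were lower and 1 higher at 24 h than at 6 h. These counts rest on genes, which are not independent replicates.

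Genes annotated as expressed in the male gametophyte were higher at 24 h: 94 of 284 rose and 15 fell (adjusted p = 6.75e-08), as did 84 of 245 expressed in the pollen tube, with 8 lower. The 284 genes had a median of 17.3 CPM in mock, so as a set they were not silent in these roots. A general rise of genes at their mock level does not account for this. Of the members 33.1% rose, against at most 28.5% and a median of 19.7% in 10000 draws matched on mock CPM. For some genes the annotation gives only a number of structures, and such genes could not carry either note. The draws were not matched on how broadly a gene is expressed. Whether narrowly expressed genes rose in general was therefore not tested. Genes used in pollen may thus be among those raised when STZ is high, which stays a hypothesis without a test of its own. The kinase gene PBL26 (AT3G07070) reached 872 ± 225 CPM from 30.6 ± 3.62 CPM in mock, and ABCB10 (AT1G10680) 17.3 ± 0.605 from 0.219 ± 0.0697 CPM.

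Genes with the NB-ARC domain of intracellular disease resistance proteins were lower at 24 h: of 142, 58 fell, 25 rose and 59 were not called. A general fall of genes at their expression level is argued against, since 40.8% of members fell against at most 31.7% and a median of 18.3% in 10000 matched draws. RPP5 (AT4G16950) fell from 51.7 ± 1.89 to 13.7 ± 1.1 CPM, RPP13L4 (AT3G50950) had a log2 change of −1.67 ± 0.11, and LAZ5 (AT5G44870) one of −2.48 ± 0.16, whereas AT2G17050 rose from 0.71 ± 0.514 to 21.7 ± 3.38 CPM. Lower levels of these genes may be a part of the response to high STZ.

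The 352 genes that were at least 16-fold higher at 24 h lie next to each other more often than chance: 46 adjacent pairs with 83 genes were found, against a median of 5 and at most 16 in 10000 random draws of as many tested genes matched on mean expression, with 27444 counted genes in order. Tandem copies do not account for all of it, since 24 of the 46 pairs shared no annotated domain or product, 21 when protein alignment was added, and 18 of these also did not overlap. Of the pairs 31 were on the same strand, 11 divergent and 4 convergent. A shared local chromatin state may be a candidate source. For the 31 pairs on the same strand, reads that run on from the upstream gene may be another. Neither was tested. The unrelated neighbours AT1G07330 and the sugar transporter gene STP2 (AT1G07340) had no mock reads and reached 13.1 ± 3.85 and 13.5 ± 2.6 CPM.

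The uncharacterized gene AT1G71470 had no reads in the 3 mock libraries and 12563 at 24 h, at least 4809-fold higher, and was at least 53.3-fold higher at 6 h. Of 4756 counted genes without mock reads, 51 had at least 100 reads at 24 h and 2 at 6 h, and 3625 still had none at 24 h.

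STZ was 474-fold higher at 24 h than in mock. That is lower than the RT-qPCR value quoted from the study above, which was set against Col-0 in whole seedlings of another generation. The study normalised it to GAPDH (AT1G13440), here GAPC2, which fell at 24 h (−0.85 ± 0.08).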
